A study of Mus musculus with 9 samples. Its data were reported in "Transient upregulation of EGR1 signaling enhances kidney repair by activating SOX9+ renal tubular cells" (2022).

How the data were processed

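RNA sequencing was done on mouse primary renal tubular epithelial cells from C57BL/6 kidney in 3 groups with 3 libraries each. The groups were Sham, H/R (hypoxia for 6 h at 1.0% oxygen, then reoxygenation for 18 h) and EGR1OV (transfection with an Egr1 overexpression plasmid). Groups and replicate numbers were taken from the sample titles.

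The authors deposited a single table of FPKM (fragments per kilobase of exon, scaled to the fragments of the library) with a column per library and no pooling of replicates. Neither the labels nor the study's methods name the aligner, the counter, the genome build or the annotation. Of the gene identifiers, 99.8% were found in GENCODE M21 (GRCm38), and 94.6% of gene positions were equal to it, so coordinates are given as in the table. The table held 31167 genes, of which 29404 were above 0 in at least 1 library. In 26 rows the symbol had been turned into a date by a spreadsheet, and the symbol was restored from the gene identifier. Another 53 rows shared a symbol with a different row and were kept apart by identifier.

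FPKM values are not counts, so no count test was used as the main test. Low values of a gene were multiples of a fixed step, and with the exon length from GENCODE M21 the step gave the depth of each library. Of 162963 values of 1 to 1000 reads recovered in this way, 94.0% were whole within 0.02 reads. The recovered depth was 16183617 to 18384022 reads per library, a ratio of 1.14. The floor was taken as 3 reads. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

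Values were tested as log2(FPKM + 1), which understates the change of genes with low values. Genes with a mean of at least 0.5 FPKM over the 9 libraries were kept, which left 13985 genes. All 9 libraries entered a single limma fit (version 3.58.1, R 4.3.3, lmFit and eBayes with trend), with two-sided tests and Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and a change of at least 1.3-fold for EGR1OV against Sham and for EGR1OV against H/R, or 1.2-fold for H/R against Sham. The fold values against Sham are those the study used, and the one for EGR1OV against H/R was chosen here. Applied to log2(FPKM + 1), they are stricter for genes with low values than the same fold of FPKM. Every adjusted p for a gene is from this limma test unless another test is named. Single genes of interest were also compared by an exact two-sided permutation test, which cannot go below 0.1 with 3 against 3.

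The groups share replicate numbers in the titles, and a fit with the replicate number as a block was run beside the fit without it. The labels do not say whether equal numbers mark cells prepared together.

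Besides the 30 hub genes of the study, 12 gene lists were written before the data were examined (proliferation, interferon response, NF-kB, Egr1 targets, hypoxia, Wnt, tubule injury, tubule, endoplasmic reticulum and oxidative stress, leukocyte, endothelial and fibroblast). They were tested with limma camera at a preset correlation of 0.01, and the 24 tests against Sham were adjusted together. The 12 tests of EGR1OV against H/R were adjusted apart from these. Genes named in the text were chosen by a rule set before the data were examined. Which lists have members named was settled later, after the list results were seen. Egr1 and Sox9 were always named. For each comparison the 4 largest rises and the 4 largest falls were taken among called genes with a mean of at least 5 FPKM in the higher group and no overlap between groups. From the hub list and each list discussed, up to 3 called members with the largest change were taken. Genes named outside this rule are said to be so, and some genes that the rule picks are not reported here.

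The code was tested on simulated libraries of 13972 genes drawn with the real means and depths and a variance of 1.62 times the mean. Of 200 genes changed by known factors, 144 (72%) were called with the right sign, and 8 unchanged genes were called. A shifted list of 50 genes gave a camera p of 1.2e-86, and an unshifted list gave 0.762.

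The alternatives were a pseudocount of 0.1, no filter on low values, a mean of at least 5 FPKM, median-ratio scaling, quantile normalization, the replicate block, limma without trend, a fit of only the groups compared, and each of the 9 libraries left out in turn. Counts were also made with no fold threshold and at 2-fold, and gene lists were also tested with an estimated correlation and with the fry rotation test. After the data were examined, limma voom on the recovered reads, a covariate for the Gm23935 signal and a restriction to protein-coding genes were added. Random gene lists were drawn 10000 times, matched on expression, GC content and length. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the table, the replicate comparison and the figures.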

Results

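RNA expression was measured in 9 libraries of mouse primary renal tubular epithelial cells, 3 each from Sham, H/R and EGR1OV cells. H/R mimics ischemia and reperfusion in culture, and EGR1OV cells had received a plasmid that overexpresses the transcription factor Egr1. The recovered depth ran from 16183617 to 18384022 reads, so depth differed little between libraries. Replicates lay close together. Among genes at 5 FPKM or more, the median coefficient of variation was 3.46% in Sham, 3.79% in H/R and 3.88% in EGR1OV (n = 3 each). All 9 replicate pairs still differed by more than sampling noise, with a highest chi-square p of 1.35e-259 over genes, and no pair was merged. The first principal component held 75.7% of the variance and separated EGR1OV from the other groups. The second held 5.9% and separated Sham from H/R.

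The overexpressed gene was read first, as a check of the labels. Egr1 (ENSMUSG00000038418, a protein-coding gene on chromosome 18 from 34859823 to 34864984) was at 6.20, 6.91 and 6.09 FPKM in the Sham libraries, 6.40 ± 0.443 (SD, n = 3). These values rest on 451 to 540 reads. In EGR1OV the values were 45.7, 42.2 and 40.1 FPKM, with a mean of 42.6 ± 2.84 (SD, n = 3). The change was +2.56 on the log2(FPKM + 1) scale (SE 0.066, limma adjusted p 2.19e-09), and the ratio of the means was 6.66. After H/R the values were 8.57, 7.59 and 7.48 FPKM, with a mean of 7.88 ± 0.599 (SD, n = 3). The change against Sham was +0.26 (SE 0.066, limma adjusted p 0.0348), a value that lies at the 1.2-fold threshold. With no filter on low values the adjusted p for Egr1 after H/R was 0.088, which is not past the threshold. The 3 values of either treated group lay above the 3 Sham values, and the exact two-sided permutation p was 0.1 in both comparisons, the smallest this design allows.

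Sox9 (ENSMUSG00000000567, a protein-coding gene on chromosome 11 from 112782224 to 112787760) is the gene the study followed up. It was at 13.1 ± 0.916 FPKM in Sham, 16.6 ± 1.57 in H/R and 17.9 ± 0.715 in EGR1OV (SD, n = 3 each). The change was +0.42 in EGR1OV (SE 0.07, limma adjusted p 0.000973) and +0.31 after H/R (SE 0.07, limma adjusted p 0.0227). No group with an empty vector was compared, so these data do not show whether Egr1 or the transfection raised Sox9 in EGR1OV. After quantile normalization the change in EGR1OV was +0.32, which is below the 1.3-fold threshold. EGR1OV and H/R did not differ in Sox9 (log2 difference 0.11, limma adjusted p 0.24). The exact two-sided permutation p was 0.1 for each comparison with Sham and 0.4 between the treated groups. After H/R the adjusted p of Sox9, like that of Egr1, was above 0.05 under several alternatives. With only the Sham and H/R libraries in the fit, the limma adjusted p was 0.0506 for Sox9 and 0.0539 for Egr1.

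**Figure D1:**
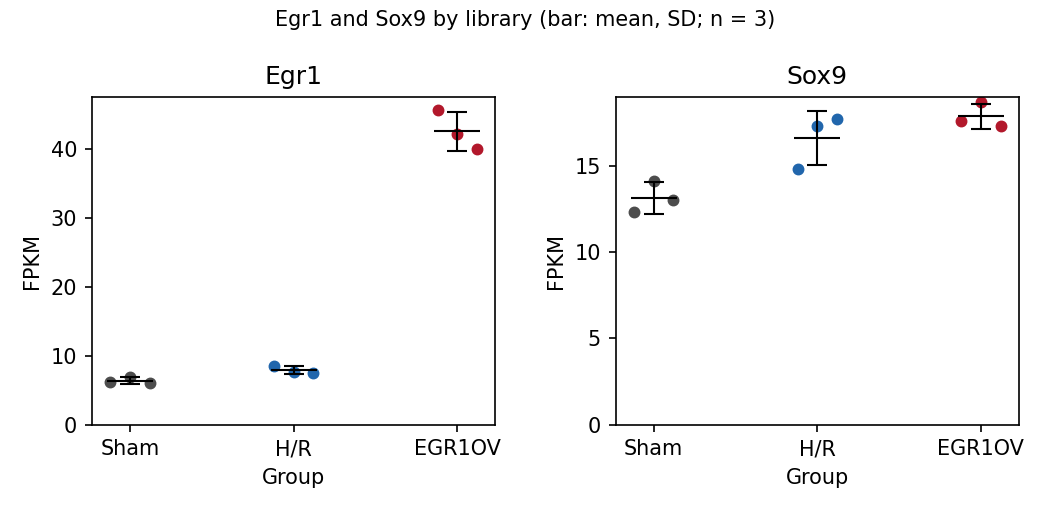
FPKM of Egr1 (left) and Sox9 (right) on the y axes for each library, with the groups on the x axes, points for libraries, and bars for the mean and SD of 3 libraries. Egr1 lies at 40.1 to 45.7 FPKM in EGR1OV and at 6.09 to 8.57 FPKM elsewhere, while Sox9 lies at 12.3 to 14.1 FPKM in Sham and 14.8 to 18.7 FPKM in the treated groups.

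The comparison of EGR1OV with Sham asked which genes respond to the overexpression plasmid. The study describes Sham cells as untreated, and no group with an empty vector was among those compared. Changes in EGR1OV, here and below, may therefore follow Egr1 or the transfection. Of 13985 genes tested, 2291 were called, 1381 higher and 910 lower. The count moved most with the fold threshold, and 6417 genes had an adjusted p under 0.05 with no fold threshold. The split by direction depended on scaling, with 60.3% of called genes higher as deposited and 45.9% higher after quantile normalization. It also depended on the fold threshold, with 80.4% higher at 2-fold. Under the naming rule (at least 5 FPKM in the higher group and no overlap) the 4 largest rises were Ccl5, Isg15, Ifit1 and Irf7. Ccl5 rose from 1.69 ± 0.271 to 541 ± 42.8 FPKM (SD, n = 3). Isg15 rose from 4.86 ± 2.42 to 869 ± 29.5 FPKM (SD, n = 3). Their log2 changes were +7.66 and +7.29, and those of Ifit1 and Irf7 were +7.13 and +6.95. Under that rule the 4 largest falls were Lyz2, Apoe, Acta1 and C1qa, with log2 changes of -3.19, -2.89, -2.66 and -2.55. Lyz2 fell from 57.6 ± 1.62 to 5.46 ± 0.588 FPKM (SD, n = 3). The limma adjusted p of these genes was at most 7.24e-09.

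The comparison of H/R with Sham asked which genes respond to hypoxia and reoxygenation. The study's methods also describe medium without glucose during hypoxia and complete medium after it. Effects of oxygen and of glucose therefore cannot be told apart here. Here 594 genes were called, 224 higher and 370 lower, and the changes were small. The median absolute log2 change of called genes was 0.34, and 11 genes changed at least 2-fold with an adjusted p under 0.05, against 484 for EGR1OV. With no fold threshold 1635 genes had an adjusted p under 0.05. The direction of the calls depended on scaling. As deposited 37.7% of them were higher, after median-ratio scaling 58%, and after quantile normalization 56.5%. Under the same naming rule the 4 largest rises were Lce1f, Slc16a3, Pfkl and Bnip3, with log2 changes of +1.24, +1.18, +0.99 and +0.95. Slc16a3 rose from 4.90 ± 0.152 to 12.4 ± 0.397 FPKM (SD, n = 3). Under this rule the 4 largest falls were Dhrs3, Igfbp5, Gm12276 and E230016K23Rik, with log2 changes of -1.18, -1.16, -0.996 and -0.59. Among all called genes the largest fall was -2.09 and the largest rise was +1.74. Gm12276 is a processed pseudogene, whose reads can be shared with its parent gene, so its value is uncertain. Igfbp5 went from 17.1 ± 1.78 FPKM in Sham to 7.08 ± 0.542 after H/R and to 48.6 ± 2.27 in EGR1OV (SD, n = 3 each).

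EGR1OV was compared with H/R directly, which tests whether the changes of the treated groups differ. This comparison called 2641 genes, 1670 higher and 971 lower in EGR1OV. The higher share was 63.2% as deposited, 52% after median-ratio scaling and 42.5% after quantile normalization, and at 2-fold it was 80.4%. Under the same naming rule the largest rises were Ccl5, Ifit1, Irf7 and Ifit3, and the largest falls were Apoe, Lyz2, Acta1 and C1qa.

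The study took forward the genes changed in both comparisons with Sham. Here 177 genes were called in both, against 97.3 expected if the lists were independent. Of these, 117 (66.1%) changed in the same direction, 70 higher and 47 lower, and 60 changed in opposite directions. Both lists share the Sham libraries, which by itself makes changes look alike. Across genes, which are not independent replicates, the correlation of the log2 changes was 0.104 with the Sham libraries in common. It was 0.014 on average, from -0.023 to 0.05, when the Sham libraries were divided between the comparisons in 6 ways.

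All 30 hub genes of the study had an adjusted p under 0.05 in each comparison, both over all genes and over the list alone. With the fold threshold all 30 were called in EGR1OV and 26 after H/R. Over the alternatives run, the number with an adjusted p under 0.05 over all genes went down to 28 in EGR1OV (where 28 were tested) and to 24 after H/R. The list was drawn from these data, so this count shows no stability. In EGR1OV 25 of the 30 were higher, and after H/R 25 were higher. The largest changes in EGR1OV were in Cxcl10, Ccl2 and C3, with log2 changes of +5.23, +4.70 and +4.28. After H/R they were in Ccl2, Vcam1 and Ppbp, with log2 changes of +0.60, +0.54 and -0.53. In 24 hub genes the direction was shared, and in 6 it was opposite.

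Gene lists were tested to ask where the responses lie. The proliferation list (55 genes tested) did not change in EGR1OV, with a median log2 change of 0.03 and 32 genes higher (limma camera adjusted p 0.845). After H/R its median was -0.30 and 54 of the 55 genes were lower (limma camera adjusted p 1.08e-20). The largest falls in this list were in Mcm5, E2f1 and Mcm2, with log2 changes of -0.57, -0.56 and -0.49. The interferon list (42 genes) rose in EGR1OV with a median of +4.37 and every gene higher (limma camera adjusted p 1.95e-38), and it had a median of -0.07 after H/R (limma camera adjusted p 0.251). With an estimated correlation, the adjusted p was 0.0203 for the fall of the proliferation list after H/R and 0.0203 for the rise of the interferon list in EGR1OV.

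The NF-kB list rose in both comparisons, with a median of +1.40 in EGR1OV and +0.15 after H/R (limma camera adjusted p 2.81e-22 and 4.16e-13). The hypoxia list rose after H/R by a median of 0.17 (limma camera adjusted p 6e-15), led by Slc16a3, Pfkl and Bnip3. The list of Egr1 targets rose after H/R by a median of 0.15 (limma camera adjusted p 4.65e-08), and it includes Egr2 and Fgf2, with log2 changes of +0.68 and +0.51. In EGR1OV its median was +0.19, which was not past the threshold (limma camera adjusted p 0.183) but was past it after quantile normalization (limma camera adjusted p 0.0266) and with the fry rotation test (adjusted p 5.04e-06), which does not compare the list with other genes. Of random lists matched on expression, GC content and length, a share of 0.01 (two-sided) lay as far out. In EGR1OV 14 of the 23 genes of this list were higher. Egr2 and Fgf2 did not change past the threshold there (log2 -0.18 and -0.02, limma adjusted p 0.183 and 0.827). The list shares members with the NF-kB list, so a rise of it need not be specific to Egr1. The leukocyte list (13 genes) fell in EGR1OV with a median of -1.29 (limma camera adjusted p 2.87e-08), led by Lyz2, C1qa and C1qc. The stress list rose in EGR1OV with a median of +0.33 (limma camera adjusted p 0.000197), led by Srxn1, Hmox1 and Nqo1, and fell after H/R with a median of -0.15 (limma camera adjusted p 0.0027). The Wnt list had a median of -0.04 in EGR1OV (limma camera adjusted p 0.531) and of +0.12 after H/R (limma camera adjusted p 0.00102). With an estimated correlation, the stress list was not past the threshold in EGR1OV (limma camera adjusted p 0.0728) or after H/R (0.122), nor was the Wnt list after H/R (0.0627).

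**Figure D2:**
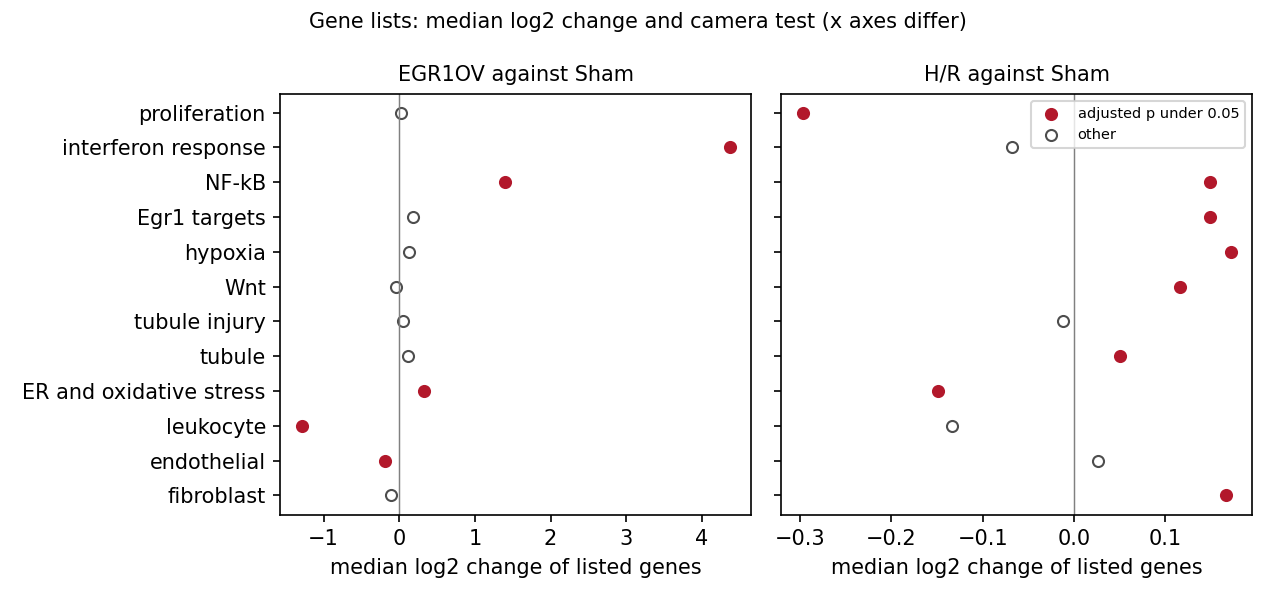
Median log2 change of the genes of each list on the x axes (which differ in scale) for EGR1OV against Sham (left) and H/R against Sham (right), with the lists on the y axis and filled points for a camera adjusted p under 0.05. The interferon list lies at +4.37 in EGR1OV and the proliferation list at -0.30 after H/R.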

Values the study reported

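The study reported 3090 differentially expressed genes for Egr1 overexpression against Sham, and 594 for H/R against Sham. It counted 224 genes in both lists. It named 30 hub genes, of which it linked 22 to the regulation of cell population proliferation.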

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

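The tests on the 8 lists together and of the hub genes under median-ratio scaling were set before their results were seen; the tests on the proliferation, interferon and leukocyte lists alone, and of the hub genes against the median of all genes, were chosen after those results were seen.

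The effects of EGR1OV and of H/R against Sham differed in 8 of the 12 gene lists by the direct test of EGR1OV against H/R (limma camera, adjusted over 12 lists). The median log2 difference was 4.46 for the interferon list (adjusted p 7.28e-34), 1.35 for NF-kB (5.12e-17), 0.35 for stress (6.99e-06) and 0.28 for proliferation (2.22e-06). It was -1.24 for leukocyte (4.6e-08), -0.27 for endothelial (0.00924), -0.11 for fibroblast (0.0286) and -0.057 for hypoxia (0.00264). These tests used the preset correlation of 0.01, and results with an estimated correlation are given only for the comparisons with Sham. There the stress list (limma camera adjusted p 0.0728 and 0.122), endothelial in EGR1OV (0.122) and fibroblast after H/R (0.201) fell short of the threshold. Interferon in EGR1OV and proliferation after H/R stayed past it (0.0203 each). Under median-ratio scaling 8 of the 8 lists that differed stayed past the threshold in the same direction. That scaling moved the median of all genes little (from 0.055 to 0.005), and camera compares a list with other genes. The outcome therefore decides nothing about scaling. With log2 Gm23935 as a covariate 8 lists also stayed past the threshold in the same direction. Against random lists matched on expression, GC content and length, 7 of the 8 lay outside the central range, and the fibroblast list did not (share 0.12). The fibroblast difference therefore cannot be told apart from those gene properties.

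Other splits of the libraries limit what the camera p-values show. Of the 4 splits that part every same-numbered pair, 1 (the real one) put as many lists past the threshold for EGR1OV against H/R and 1 for H/R against Sham. For EGR1OV against Sham 2 of the 4 did. Over all 10 splits the real one had 9 lists for H/R against Sham (2 to 6 in the others), 8 for EGR1OV against H/R (3 to 7) and 4 for EGR1OV against Sham (3 to 5). Each other split keeps part of the group difference, since it sets 2 libraries of a group and 1 of the other against the rest, so its lists are not all false. For EGR1OV against Sham the number of lists therefore cannot decide about accidents of grouping, because no split was free of the group difference. The number of called genes was 2288 for the real split and at most 2 for each other. That count does not decide either, since in the other splits the group difference widens the spread within each side and lowers the calls. For the other 2 comparisons no other split reached the real number of lists. A share under 0.05 was not possible with 4 splits, so the count of lists alone does not rule such accidents out.

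For the interferon list, the highest median among 10000 matched random lists was 0.184, far under the list's own median, so gene properties were not the source. Ifnb1, named after its value was seen, was listed at 0 in the 6 Sham and H/R libraries, and the lowest EGR1OV library held 24 reads of it, above the floor of 3. This fits interferon made in the transfected cultures. Whether the response follows the Egr1 protein or the transfected DNA could not be tested, because no group with an empty vector was among those compared. The list of Egr1 targets had a median change of 0.189 in EGR1OV, with a share of 0.01 of matched random lists as far out. A rise of Egr1 targets would not show what raised the interferon list, so it does not separate the possibilities. The interferon response may come from either.

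For the proliferation list, which fell after H/R but not in EGR1OV, the lowest median among 10000 matched random lists was -0.109. The median of all genes after H/R was -0.03, too small for an error of scaling common to all genes to account for the list. With log2 Gm23935 as a covariate the list median was -0.308, past the threshold. Of the 4 splits that part every same-numbered pair, 1 (the real one) gave a median as far from 0. The medians of the 9 other splits, paired or not, were at most 0.12 in size. No share of 4 splits can go under 0.05, so this count does not by itself rule out accidents of grouping. Transcripts of these genes do not measure how many cells divided, and no test here shows a change in division.

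The leukocyte list may have fallen in EGR1OV because fewer leukocytes were among the cultured cells. A loss of cells alone would lower the listed genes by a common factor. Among the 10 listed genes at 5 FPKM or more in Sham, the SD of the log2 changes was 1.37, and Cd14, named after its value was seen, rose by 1.55. Regulation within the cells can also spread the changes, so the test did not decide.

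Among the 30 hub genes, 6 changed in opposite directions in EGR1OV and after H/R, each with an adjusted p under 0.05 in both. They are named here after their values were seen. Hmox1, Ddit3 and Atf3 were higher in EGR1OV (log2 +1.69, +1.48 and +1.22) and lower after H/R (-0.35, -0.32 and -0.42). Edn1, Thbs1 and Igf1 were lower in EGR1OV (-0.92, -0.69 and -0.47) and higher after H/R (+0.26, +0.27 and +0.50). The difference between EGR1OV and H/R had an adjusted p under 0.05 in all 6. Under median-ratio scaling 6 of the 6 stayed opposite with an adjusted p under 0.05 in both, but that scaling moved them by at most 0.04, less than the smallest of their changes (0.26), so it could reverse none and decides nothing. The median of all genes was 0.017 in EGR1OV and -0.03 after H/R, which goes against a shift common to all genes large enough to reverse one. No biological explanation was tested.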

How the results depend on the processing

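Alternatives other than voom on recovered reads, the log2 Gm23935 covariate and protein-coding genes only were chosen before the data were examined. The count test on whole reads that had been listed was not run, since the table holds FPKM, and voom on recovered reads was added in its place.

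The calls depended most on thresholds. With no fold threshold there were 6417 genes for EGR1OV against Sham, 1635 for H/R against Sham, 7135 for EGR1OV against H/R and 1033 in both comparisons with Sham. At least 2-fold gave 484, 11, 489 and 5. The 5 shared genes were Igfbp5, Mir32, Mir7211, Gm22933 and Gm25654, named after their values were seen, and 80% changed in the same direction. A mean of at least 5 FPKM gave 1315, 372 and 1520 genes. Voom on recovered reads gave 3012, 1001 and 3540 genes, and 350 in both comparisons with Sham. A pseudocount of 0.1 gave 2883, 765 and 3399. The cause was not tested. Across the 9 fits that each left out a library, the counts ran from 2238 to 2373, from 449 to 579 and from 2583 to 2703, and from 129 to 179 for the shared genes.

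The deviations of same-numbered libraries had a mean correlation of 0.016 across genes, from -0.021 to 0.062, so over all genes the replicate number paired the libraries little if at all. The third principal component was lowest in replicate 3 of each group (-9.72 in Sham, -7.07 in H/R and -4.78 in EGR1OV), so some sharing is not excluded. With the replicate block, 2309, 516 and 2654 genes were called, and the proliferation list after H/R had a median of -0.297 (limma camera adjusted p 7.83e-19).

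Egr1 after H/R was no longer past the adjusted p with no filter on low values (log2 0.26, adjusted p 0.088), limma without trend (0.26, 0.0527) or only the groups compared (0.26, 0.0539). Sox9 after H/R was no longer past it with no filter (0.31, 0.0627), only the groups compared (0.31, 0.0506) or the log2 Gm23935 covariate (0.31, 0.0519). Across the fits that each left out a library, the log2 change of Egr1 ran from 0.21 to 0.31 and was past the adjusted p in 3 of 9, and that of Sox9 ran from 0.27 to 0.39 and was past it in 5 of 9. Over all alternatives the adjusted p ran from 0.00678 to 0.103 for Egr1 and from 0.000398 to 0.0752 for Sox9. Both kept their direction in all of these. The cause was not tested. In EGR1OV against Sham, Egr1 and Sox9 kept their direction and an adjusted p under 0.05 in each of 20 alternatives. Sox9 fell below the 1.3-fold threshold after quantile normalization (0.317) and without Sham replicate 1 (0.377). Sox9 between EGR1OV and H/R, not past the threshold, changed sign after quantile normalization (-0.019).

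The rise of the interferon list in EGR1OV (median 4.27 to 5.86) and the fall of the proliferation list after H/R (-0.37 to -0.26) held in each of 22 alternatives. The proliferation list in EGR1OV was not past the threshold in any. Its tested direction reversed with no filter (0.034), a mean of at least 5 FPKM (0.053), the log2 Gm23935 covariate (0.047) and fry (0.028). Its median ran from -0.002 to 0.042 across the fits that each left out a library. The tested direction reversed in 2 of those fits, without Sham replicate 3 (0.036) and without EGR1OV replicate 2 (0.042). The interferon list after H/R was past the threshold with no filter (-0.068, adjusted p 0.042) and without Sham replicate 3 (-0.11, adjusted p 0.00489), and its tested direction reversed without Sham replicate 2 (-0.005). At a mean of at least 5 FPKM the Wnt (0.224) and fibroblast (0.185) lists reversed in EGR1OV. The injury list after H/R reversed with fry (-0.012) and ran from -0.021 to 0.008 with a library left out. The cause was not tested.

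The correlation across genes of the 2 sets of log2 changes fell from 0.104 to 0.014 with the Sham libraries split between the comparisons. Of 86 other results, 65 were the same under every alternative run. Among 66 single-gene results, 7 were weaker under at least 1 alternative and 0 reversed. Among the 20 other list results, 6 were weaker, 6 stronger and 3 reversed under at least 1 alternative.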

Other observations

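The tests on separate Sham libraries and on quantile normalization of the mitochondrial genes were set before their results were seen; the other tests in this part were chosen after the results were seen.

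Genes changed in both comparisons mostly changed in the same direction, and the Sham libraries common to both may account for that. Of genes past both fold thresholds with no p-value required, 70% changed in the same direction with the Sham libraries in common. With separate Sham libraries the mean share was 52.1%, from 48.6 to 56.5 over 6 ways of dividing them. Fewer Sham libraries per comparison also add noise, which pulls the share toward an even split. The number of genes called in both lists was not recomputed with separate Sham libraries, since a comparison would rest on 1 of them.

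Of 142 shared genes with an annotated biological process, 42 (29.6%) carried a cell proliferation term, against 11.6% of the other tested genes with a process (odds ratio 3.2, Fisher's exact test adjusted p 1.18e-08 over 4 gene groups). Genes called for EGR1OV alone also carried such terms more often (16.4% against 11%, adjusted p 1.61e-09). So did all genes called for H/R against Sham (20.2% against 11.4%, Fisher's exact test adjusted p 4.35e-08). Fisher's test treats genes as independent, which they are not, and the genes were not matched on expression. Its p-values may therefore overstate the evidence. The terms include negative regulation. Whether the terms reflect cell-cycle transcription could not be decided. Of the shared genes with a term, 0 were in the proliferation list, but only 1 gene of that list (Mcm6, named after its value was seen) was called in EGR1OV, so the count could not have been large.

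The count of genes called for H/R against Sham is equal to the one quoted from the study above, which does not show that the same genes were called. The study does not state a pseudocount for its fold changes, so the same fold value may be a different cut. The count here depended on the settings. It ran from 372 to 1001 over alternatives that kept the fold threshold.

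The calls of each comparison were checked against other splits of the 6 libraries. Of the 4 splits that part every same-numbered pair, 1 (the real one) gave as many called genes for EGR1OV against Sham, 1 for H/R against Sham and 1 for EGR1OV against H/R. With only the 6 libraries in the fit, the real splits called 2288, 523 and 2642 genes, and each of the 9 other splits, paired or not, called at most 2. In those other splits the group difference widens the spread within each side, which lowers their calls. The share of 4 splits cannot go under 0.05 whatever the data, so it does not by itself rule out accidents of grouping.

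Gm23935 (chromosome 16 from 11144125 to 11144181) and Lars2, named after their values were seen, split the libraries in a way that the groups do not explain. Gm23935 took 0.111% of reads in Sham replicate 3, 0.124% and 0.111% in H/R replicates 2 and 3, and 0.053% in EGR1OV replicate 3, against 0.009% to 0.024% in the other 5 libraries. The replicate 3 library was thus high in every group, and the replicate 1 library low in every group, while replicate 2 was high in H/R alone. A step common to the replicate 3 libraries was not tested, and the labels give no batch. Carry-over of ribosomal RNA is a candidate explanation for the split and was not itself tested. With log2 Gm23935 as a covariate 547 genes were called for H/R against Sham, within 1.5 times the count without it, so the split did not account for the number of H/R calls.

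The 12 mitochondrial protein-coding genes tested were all lower in EGR1OV, with a median log2 change of -0.90, while of the mitochondrial ribosomal RNAs mt-Rnr1 rose by 1.56 and mt-Rnr2 did not change past the threshold (0.10, adjusted p 0.364). Both were named after their values were seen. After H/R the median was -0.01. Under median-ratio scaling the median in EGR1OV was -0.91, but that scaling moved the median of all genes little (from 0.017 to -0.001), so it decides nothing. An error of scaling moves all genes of a library alike, and the median of all genes at 0.017 goes against one of this size. Under quantile normalization the mitochondrial median was -0.85, so differences in the spread of values between libraries, as far as that method corrects them, did not account for it. Reads shared with nuclear copies were not tested, so the pattern cannot be told apart from that explanation.

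The median ratio of squared replicate differences to counting noise ran from 1.465 to 1.725 over the 9 replicate pairs, and from 1.657 to 3.234 in genes over 2000 reads. This may mean that replicates were dishes of a single cell preparation, but the labels do not say, and the ratio does not decide it. If so, the tests describe that preparation.

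Of the 30 genes of the tubule list, 10 passed the expression filter, and Slc22a8, Acsm2 and Aqp2 were not found among the deposited genes. Slc34a1 and Slc12a1 were at 0.004 and 0.04 FPKM in Sham, and Slc22a6, Hnf4a and Umod were at 0. Cdh1 and Epcam were at 86.2 and 76.2 FPKM in Sham, and Lrp2 was at 3.60 FPKM. Acta2 was at 2947 ± 63.7 FPKM in Sham and 1131 ± 38.9 in EGR1OV (SD, n = 3 each). These genes were named after their values were seen.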
